A study of Arabidopsis thaliana with 116 samples.

How the data were processed

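RNA was measured in root and shoot of Arabidopsis seedlings after transfer to medium with ABA, SA or no hormone. Per the labels' protocols, mRNA was isolated with oligo-dT beads, prepared as stranded libraries and sequenced as pairs of 150 bp reads. The deposited table holds raw read counts per gene, 27655 genes by 116 libraries, with no normalization. That the values are counts was read from the values, which are whole numbers summing to a different total in each library. The aligner, the counter, the strand setting, the handling of reads with several matches and the genome build are not stated in the labels or the header. The gene identifiers follow Araport11. Columns were joined to samples through the library names given in the sample descriptions, and 0 columns of values were left unused.

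Samples were grouped by tissue, treatment and time as labelled. Replicate numbers were taken from the labels. The labels do not say that equal numbers mark samples handled together, so whether they pair the libraries was checked in the data: each library's deviation from its group mean in log2(CPM + 0.5) was correlated across genes with mean expression of at least 5 CPM between libraries of equal and of different number. The group with the shallowest library was left out of this check, a choice made after its total was seen. In the fits with a block, the block was the replicate number within each time for hormone comparisons, the replicate number for the control time course, and the root and shoot libraries of equal number within a group for the interaction.

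Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr on the groups, library sizes were scaled with TMM, and a group-means model was fitted per tissue (58 libraries, 19 groups) with a trended dispersion and quasi-likelihood F-tests. The interaction between tissue and hormone used a fit to all 116 libraries and 38 groups. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. A joint test asks whether a gene differs at any of the 6 times. CPM values are counts scaled by edgeR to a common library size with the TMM factors, given as mean ± SD. Standard errors of log2 fold changes were taken from the size of the change and its F statistic. Where every library of a group held at most 3 counts, the fold change was computed against 3 counts and is a lower bound. Correlations across genes used counts pooled over the replicates with a pseudocount of 0.5 CPM. This measure replaced a mean of log2 values after the values were seen, because the shallowest library dominated that mean in the 7 h shoot comparisons. The log2 fold changes of edgeR were used for the matching of root and shoot times in the closing section, and as an added alternative elsewhere.

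The rule for genes to be named was set, with the tests and alternatives, before the data were examined. It takes 10 genes listed as ABA-responsive and 10 as SA-responsive from general knowledge; for each tissue and hormone, at the time with the most called genes, the 3 that rose most and the 2 that fell most among called genes with a mean of at least 5 CPM and no overlap between treated and control libraries; and for the control time course, the 2 genes per tissue with the smallest p and a mean of at least 5 CPM. Changes were ranked by the log2 fold change of edgeR. Where every library of a group held at most 3 counts, only a bound on the change is known, so the rank of such genes is uncertain. Lack of overlap between 3 and 3 libraries happens by chance in 10% of cases. Gene symbols came from the RefSeq annotation of assembly TAIR10.1, in which 27445 of the 27655 identifiers matched. The 210 others are organellar. Because the build behind the counts is not stated, no coordinates are printed. Another annotated gene overlaps 7772 of these genes, and the strand setting of the counting is not stated, so such genes are marked where named. The exons of the 42 named genes were searched against the genome with BLAST 2.17.0 for copies of at least 100 nt at 90% identity, and 2 genes had such a copy, AT4G19750 and CYP707A1. The identity limit was lowered to this value after a stricter one had found no copy.

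The tests were checked on simulated counts, with 200 genes changed 4-fold in ABA roots at 4 h. The counts were drawn from the mean of each gene per tissue, the library sizes and the dispersion trend of the fit to both tissues. Of the 191 changed genes that passed the filter, edgeR recovered 183 (95.8%) among 20858 genes, with 9 other genes called. In the comparison at 7 h, where nothing had been changed, 0 genes were called. The interaction test recovered 161 of 198 changed genes among 21917. The simulated counts held no spread of single genes around the trend and no library far from its replicates. They also held no effect shared by libraries of equal number, and few genes were changed. The check therefore does not show the error rate under such conditions or where many genes change.

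The alternatives were DESeq2 size factors in edgeR, DESeq2 1.42.0 as the test, no filter on low counts, the replicate number as a block, leaving out each replicate number in turn, and a fit to only the 6 libraries of a comparison. For correlations across genes they were called genes only and disjoint control libraries. Leaving out the shallowest shoot library was added after its total was seen. The edgeR values and the mean over 6 divisions of the controls were added for correlations after the values were seen. The closing section gives their effect. Other splits of the libraries were made by exchanging treated and control labels within same-numbered pairs, with the dispersion trend of the real fit kept. For the control time course, times were shuffled within each replicate number. There were 4 splits for a comparison at 1 time, and 50 were used for each joint test, a number reduced from a larger one to limit the running time. Total counts ranged from 46189 to 221250466 per library, and 3 counts were 0.0065% of the smallest total. No library was left out of the main comparisons.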

Results

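Seedlings of Arabidopsis thaliana, strain Col-0, were grown for 5 days on vertical agar plates and were then moved, on their nylon mesh, to plates with 2 µM abscisic acid (ABA), 150 µM salicylic acid (SA), or the same medium without a hormone. ABA is the plant hormone best known from responses to drought and salt, and SA from responses to pathogens. Root and shoot were cut apart at harvest and sequenced as separate stranded poly(A) libraries. Hormone-treated plants were sampled after 1, 2 and 4 h, after 7 h, and after 24 and 48 h, and control plants at those times and at 0 h. This gave 116 libraries in 38 groups, 58 libraries per tissue. Each tissue had 4 control libraries at 0 h and 3 libraries in every other group.

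Total counts per library ranged from 46189 to 221250466, with a median of 30483879. Root libraries held between 5031509 and 102576624 counts. The lowest total belonged to replicate 1 of the shoot controls at 7 h, in which 8684 genes had a read. The next shallowest shoot library held 5394870 counts. The floor used below is 3 counts, which was 0.0065% of the shallowest library. It covers counting error only, since no molecular identifiers are described.

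**Figure D1:**
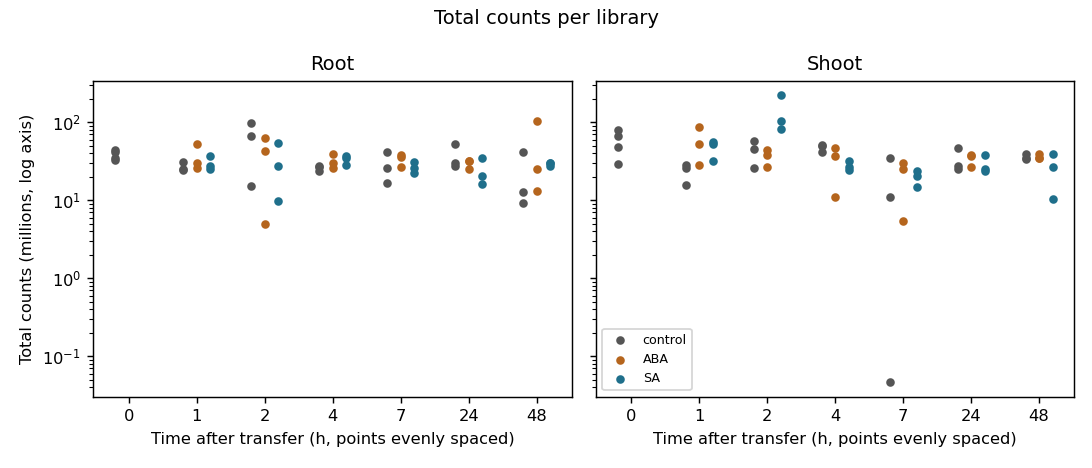
Total counts of each library (log axis) against time after transfer, for root (left) and shoot (right), with 1 point per library coloured by treatment. The isolated low point is the shoot control library of 46189 counts at 7 h, and the next lowest library held 5031509 counts.

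Replicate libraries were first compared with each other. The correlation across genes of log2 CPM (library-size-scaled counts) within a group was at least 0.985 in the 60 root pairs and at least 0.946 in 58 shoot pairs. It was between 0.67 and 0.672 in the 2 pairs that included the shallow library. No pair of replicates held identical values. Without those 2 pairs, the chi-square statistic per degree of freedom was at least 2.29 in root and 4.73 in shoot, more than sampling noise gives, and each library was counted as 1 replicate. Libraries that shared a replicate number deviated together in the shoot. The mean correlation across genes of their deviations from the group means was 0.375 over 48 same-numbered pairs of treatments at the same time. Of these pairs, 47 had a correlation above 0. Pairs with different numbers averaged -0.181. Deviations cancel within a group, which ties this value to the first, so it adds no separate evidence. In the root the mean over same-numbered pairs was 0.08, from 54 pairs. Between shoot controls of different times it was 0.202. Between root and shoot of the same group it was 0.156. The counts of genes called for the hormones in the shoot, and the joint tests, are therefore given below both without and with the replicate number as a block. Other shoot values are given without it.

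The first question was which genes ABA changed against the time-matched control. In the root, the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment at 0.05 called 8650 of 21367 genes at 1 h, 11235 at 2 h, 10741 at 4 h, 10904 at 7 h, 8417 at 24 h and 6856 at 48 h. At 2 h, 5632 genes were higher and 5603 were lower than in the control, and 2997 of the called genes differed at least 2-fold. A joint test over the 6 times called 16419 genes. In proportion to the reported count, leaving out replicate 2 moved these root counts most, to 4380 genes at 48 h. In number of genes, leaving out replicate 1 moved them most, to 7930 at 2 h.

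In the shoot, the ABA test called 5398 of 21263 genes at 1 h, 6468 at 2 h, 5867 at 4 h, 3710 at 7 h, 3952 at 24 h and 3244 at 48 h. With the replicate number as a block, the counts were 6755, 7909, 7277, 4918, 5231 and 4363 at the same times. The joint test over the 6 times called 10654 genes without the block and 12203 with it. A fit to only the 6 libraries compared gave 1097 genes at 1 h, the largest move at that time. Replicate 1 of the ABA shoot libraries at 1 h had correlations of 0.948 and 0.946 with its replicates. Between replicates 2 and 3 the correlation was 0.994.

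**Figure D2:**
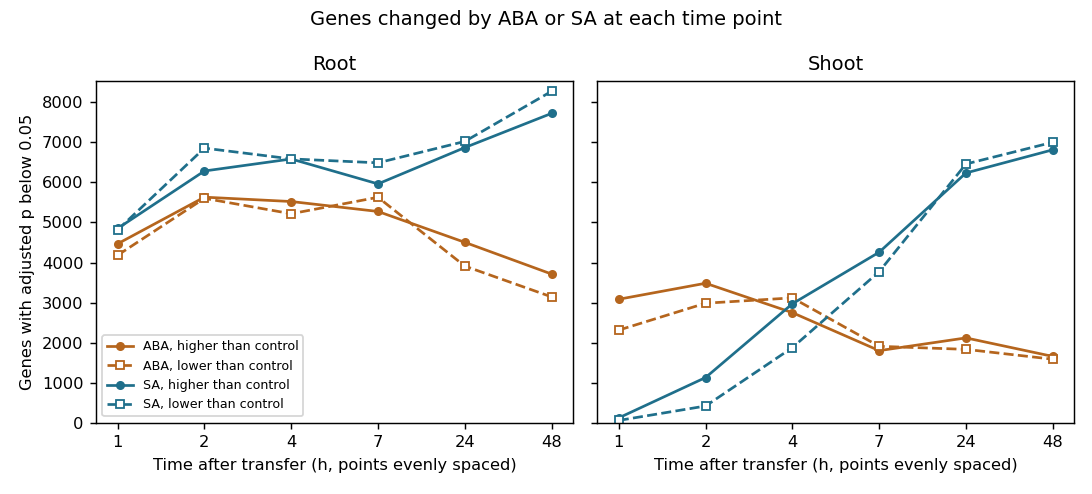
Number of genes with an adjusted p below 0.05 (edgeR quasi-likelihood test against the time-matched control, n = 3 per group) at each time after transfer, in root (left) and shoot (right), with solid lines and filled circles for genes higher than the control and dashed lines and open squares for genes lower. In the shoot the SA counts rise from 123 higher and 59 lower genes at 1 h to 6814 and 7002 at 48 h, or 8019 and 6083 at 48 h with DESeq2 size factors.

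A list of 10 genes known to respond to ABA had been fixed in advance: RAB18, LTI65 (RD29B), LTI78 (RD29A), HAI1, HAI2, ABI1, CYP707A1, HB-7, PYL4 and PYL6. All 10 were called in both tissues at all 6 times, 8 higher and 2 lower, whether p-values were adjusted over all genes or over the list alone. The median log2 fold change of the list ran from 3.48 at 48 h to 5.97 at 2 h in the root, and from 2.67 at 48 h to 4.81 at 4 h in the shoot. RAB18 (AT5G66400) reached 91.2 ± 32.3 CPM (SD, n = 3) in ABA roots at 4 h against 0.379 ± 0.152 CPM in the controls, a log2 fold change of 7.92 (SE 0.36, adjusted p = 1.78e-23 by edgeR). In ABA shoots at 4 h it stood at 128.3 ± 12 CPM against 1.69 ± 0.148 CPM. LTI78 (AT5G52310) rose by 6.64 on the log2 scale in the root at 4 h (SE 0.231) and by 6.04 in the shoot (SE 0.341). HAI2 (AT1G07430) had at most 2 counts in each root control at 4 h and 24 h, and was at least 218-fold higher in ABA roots at 4 h. ABI1 (AT4G26080), which overlaps a gene on the opposite strand as RAB18 does, had a log2 fold change of 2.53 in the root and 1.57 in the shoot at 4 h. The 2 genes that fell encode ABA receptors of the PYR/PYL family. PYL6 (AT2G40330) had a log2 fold change of -4.26 in the root (SE 0.178, adjusted p = 8.16e-25) and -5.14 in the shoot (SE 0.328, adjusted p = 3.81e-17) at 4 h. PYL4 (AT2G38310) had log2 fold changes of -2.65 and -2.51 in the same comparisons.

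The genes with the largest ABA changes were taken at 2 h, when most genes were called in either tissue. In the root the 3 that rose most were AT3G17520, LEA7 (AT1G52690) and ATHSP22.0 (AT4G10250). AT3G17520 averaged 353.6 ± 136.6 CPM (SD, n = 3) with ABA and 0.0242 ± 0.0302 CPM in the controls (log2 fold change 13.08, SE 0.427, adjusted p = 1.64e-27 by edgeR). LEA7, which overlaps a gene on the opposite strand, averaged 1343 ± 234 CPM against 0.192 ± 0.0583 CPM. ATHSP22.0 had no reads in the controls and was at least 213-fold higher with ABA. The 2 that fell most were BGLU28 (AT2G44460), at 0.0855 ± 0.075 CPM against 11.5 ± 4.74 CPM, and AT2G22122, at 0.889 ± 0.254 CPM against 27.7 ± 3.23 CPM. In the shoot LTP4 (AT5G59310), with at most 2 counts in each control, was at least 293-fold higher. TSPO (AT2G47770) rose from 0.198 ± 0.14 to 131.8 ± 9.6 CPM, and AT3G03341, which overlaps a gene on the opposite strand, from 0.136 ± 0.124 to 49.9 ± 3.55 CPM. PYL6 fell from 32.5 ± 8.26 to 0.546 ± 0.244 CPM and CRK30 (AT4G11460) from 53.6 ± 1.43 to 1.76 ± 0.279 CPM.

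The second question was the same for SA. In the root, 9663 of 21367 genes were called at 1 h, 13141 at 2 h, 13172 at 4 h, 12452 at 7 h, 13892 at 24 h and 15997 at 48 h. At 24 h, SA replicates 2 and 3 had another library-name prefix than the controls and SA replicate 1. At 48 h, 7723 genes were higher and 8274 lower, against 8074 and 7969 with DESeq2 size factors. Of the genes called at 48 h, 6842 differed at least 2-fold. The joint test over the 6 times called 19782 genes in the root.

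In the shoot, the SA test called 182 of 21263 genes at 1 h, 1549 at 2 h, 4848 at 4 h, 8030 at 7 h, 12696 at 24 h and 13816 at 48 h. The counts with the replicate block were 347, 2781, 6417, 8899, 13652 and 14653. At 2 h all SA shoot libraries had another library-name prefix than the controls, and the joint test below includes them. The share of called genes that were higher was 73% at 2 h without the block and 61.5% with it, and 49.3% at 48 h without it. With DESeq2 size factors the share at 48 h was 56.9%, with 8019 genes higher and 6083 lower, and the median log2 fold change of all tested genes moved from -0.01 to 0.11. The joint test called 15033 genes without the block and 16189 with it. In proportion, the alternative that moved the 1 h count most was the fit to only the 6 libraries compared, with 29 genes.

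A list of 10 genes known to respond to SA had been fixed in the same way: PR1, BGL2 (PR2), PR5, NIMIN1, NIMIN-2, GRX480, WRKY70, WRKY38, UGT74F2 and AT4G10500 (DLO1). UGT74F2 overlaps a gene on the opposite strand. In the root 7 of them were called at 1 h and all 10 at 48 h. In the shoot 7 were called at 1 h and all 10 at 24 h and 48 h. Every called gene was higher with SA. Adjusted over the list alone the counts were 7 in both tissues at 1 h, and differed from those over all genes only in the shoot, with 8 against 7 at 2 h and 10 against 9 at 7 h. NIMIN1 (AT1G02450) rose by 8.33 on the log2 scale in the root (SE 0.252, adjusted p = 2.01e-30 by edgeR) and by 8.07 in the shoot (SE 0.4, adjusted p = 1.77e-20) at 4 h. WRKY70 (AT3G56400) averaged 328.8 ± 10.5 CPM in SA roots at 4 h against 19.6 ± 3.21 CPM in controls (SD, n = 3). PR1 (AT2G14610) had no reads in the root controls at 4 h and was at least 13.1-fold higher with SA at that time. At 24 h, with at most 1 count in each root control, it was at least 1260-fold higher. At 48 h the PR1 value of SA roots was 1.08% of that of SA shoots, and 4% of 100 genes confined to the shoot at 0 h had as high a percentage. In SA shoots at 24 h PR1 averaged 8103 ± 763.4 CPM against 0.304 ± 0.268 CPM. BGL2 (AT3G57260) and PR5 (AT1G75040) had no reads in SA or control roots from 1 h to 24 h. At 48 h, SA roots held 65 to 106 reads of BGL2 and 16 to 50 of PR5 per library. Of the same 100 genes, 1% had as high a root value relative to the shoot as BGL2, and 6% as high as PR5. In the shoot at 24 h they had log2 fold changes of 2.74 (SE 0.294) and 4.45 (SE 0.246).

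**Figure D3:**
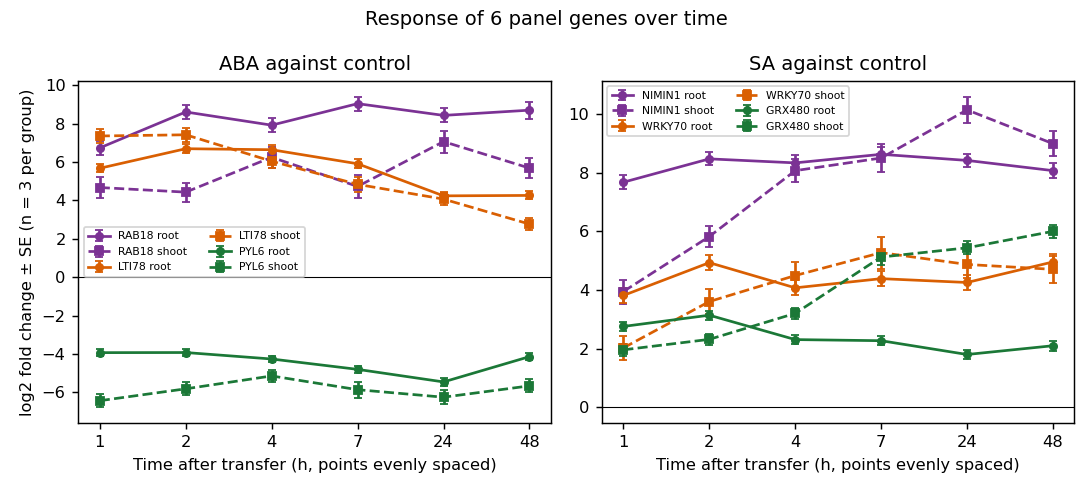
Log2 fold change against the time-matched control (edgeR estimate, error bars ± SE, n = 3 per group) for 3 genes of the ABA list under ABA (left) and 3 genes of the SA list under SA (right), at each time after transfer, with solid lines for root and dashed lines for shoot. PYL6 stays below 0 in both tissues, and NIMIN1 in the shoot rises from 8.07 at 4 h to 10.14 at 24 h.

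The largest SA changes were taken at 48 h. In the root PCR1 (AT1G14880), AT4G19750 and LURP1 (AT2G14560) had no reads in the controls. They were at least 4278-fold, 1404-fold and 629.8-fold higher with SA. AT4G19750 shares an exon stretch of 413 nt at 92.3% identity with AT4G19760, so its counts are uncertain. AGP30 (AT2G33790) fell from 41.1 ± 3.11 CPM (SD, n = 3) to at most 3 counts per library, and AT5G46900 from 79.5 ± 6.35 to 0.233 ± 0.176 CPM (log2 fold change -8.41, SE 0.295, adjusted p = 2.36e-28 by edgeR). In the shoot AT2G44240 and AT1G52130 had no reads in the controls and were at least 638.4-fold and 344.4-fold higher. PR1 averaged 12110 ± 660.3 CPM against 1.44 ± 1.31 CPM. AT4G02850 fell from 33.6 ± 2.03 to 0.669 ± 0.186 CPM and DELTA-TIP (AT3G16240) from 290.9 ± 59.4 to 5.3 ± 1.23 CPM. Both of these overlap a gene on the opposite strand.

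The third question was whether root and shoot responded alike. A test of the interaction between tissue and hormone over the 6 times, in a fit to all 116 libraries, called 8556 of 22322 genes for ABA and 16103 for SA. With each pair of root and shoot libraries of the same number as a block, the counts were 8213 and 15868. Leaving out replicate 2 moved the ABA count most, to 3910. Among genes called in both tissues, the direction was mostly shared. For ABA it was the same for 93.4% of 3168 genes at 1 h and for 92.2% of 2022 genes at 48 h. For SA it was the same for 98.3% of 175 genes at 1 h and for 81% of 10414 genes at 48 h. The Pearson correlation across genes of the root and shoot log2 fold changes lay between 0.598 and 0.711 for ABA and between 0.501 and 0.573 for SA. With the log2 fold changes of edgeR in place of pooled counts, it lay between 0.587 and 0.685 for ABA and between 0.392 and 0.597 for SA. These are correlations across 20305 genes, which are not independent replicates.

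The fourth question was how ABA and SA compared with each other. A direct test of ABA against SA libraries over the 6 times called 20225 of 21367 genes in the root and 17568 of 21263 in the shoot, and 20125 and 18208 with the replicate block. At 4 h, 7360 genes were called for both hormones in the root, against 6621.4 if the calls were independent, and 4706 of them changed in the same direction. In the shoot at 4 h the number was 1896, against 1337.7, and 1504 of these shared their direction. Both lists of calls rest on the same control libraries, which by itself raises the overlap and the shared direction, and the overlap was not computed with separate controls. Over the 6 times, the share with the same direction ran from 53.5% to 64.2% in the root and from 54.5% to 79.3% in the shoot, where 4 h had the highest share and 48 h the lowest. The correlation across genes of the ABA and SA log2 fold changes lay between 0.049 and 0.122 in the root and between 0.047 and 0.221 in the shoot. With the edgeR values it lay between 0.064 and 0.149 in the root and between 0.07 and 0.309 in the shoot. The shared controls raise this correlation as well. With replicate 1 of the controls used for ABA and the other controls for SA, the shoot value at 1 h moved from 0.158 to -0.032. The mean over the 6 such divisions of the controls was -0.003. Where libraries of equal number deviate together, as in the shoot, such a division also gives the shared replicate effect opposite signs in the 2 fold changes, which by itself lowers the correlation.

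**Figure D4:**
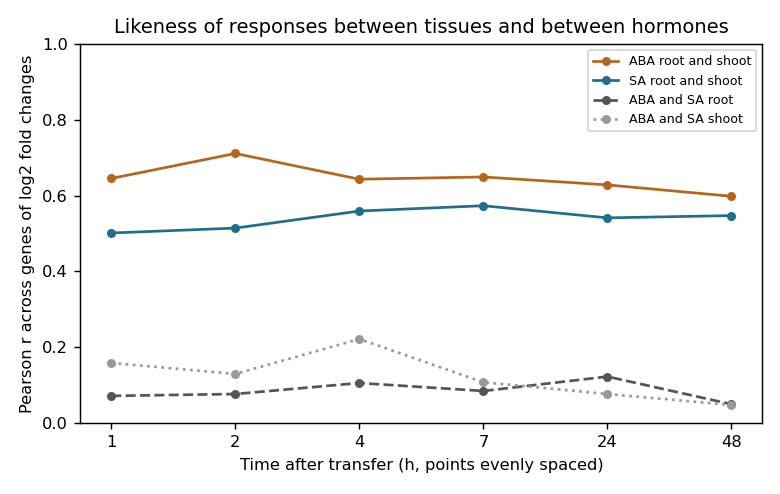
Pearson correlation across genes of log2 fold changes (pooled counts, pseudocount 0.5 CPM) at each time after transfer, between root and shoot for each hormone (solid lines) and between ABA and SA in root (dashed) and shoot (dotted). The values between tissues stay at or above 0.501, and those between hormones at or below 0.221, whereas the edgeR values go down to 0.392 between tissues and up to 0.309 between hormones, both at 1 h.

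The control libraries alone were then compared over time. The prefix of the library names was the same at 0 h and 1 h in the root, and at 0 h, 1 h and 2 h in the shoot. It differed from that of 0 h at every later time, and between 24 h and 48 h, so in these comparisons a library batch that follows the prefix and the time after transfer cannot be told apart. Within each tissue the control libraries at 4 h, 7 h and 24 h shared a prefix, so differences among those times are not differences between prefixes. Seedling age changes with the time after transfer, and time of day may do so too. The comparisons do not separate either of them from an effect of the transfer. A test of any difference between the 6 later times and 0 h called 18583 of 21367 genes in the root and 13533 of 21263 in the shoot. With the replicate number as a block the shoot count was 14048. Against 0 h, the root count was 7085 at 1 h, 10462 at 2 h, 5976 at 4 h, 13401 at 7 h, 7261 at 24 h and 7508 at 48 h. In the shoot it was 2982 at 1 h, 4785 at 2 h, 3812 at 4 h, 6237 at 7 h, 7053 at 24 h and 8238 at 48 h. Between 24 h and 48 h, 2419 genes differed in the root and 1015 in the shoot. The 2 genes with the smallest p were AT4G00040 and GSTU2 (AT2G29480) in the root and AT1G56300 and AT1G13930 in the shoot. AT4G00040 went from 26.1 ± 1.29 CPM (SD, n = 4) at 0 h to 125.8 ± 8.66 CPM (n = 3) at 7 h and 26.6 ± 1.15 CPM at 24 h (adjusted p over all times 2.43e-26 by edgeR). GSTU2 went from 15.7 ± 1.18 to 93.3 ± 3.24 and 28.9 ± 2.45 CPM at the same times. AT1G56300 went from 0.75 ± 0.239 to 58.1 ± 11.1 and 1.71 ± 0.251 CPM, and AT1G13930 from 65 ± 6.17 to 687.1 ± 71.8 and 123 ± 12.3 CPM. The 7 h shoot means include the library of 46189 counts. GSTU2 and both shoot genes overlap a gene on the opposite strand.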

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

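The depth, composition and root-material tests in this part were chosen before their results were seen. The comparisons with the root libraries at 0 h and between replicate pairs at 0 h were exceptions, added after the result was seen. The thinned fit without the shallowest library was also added after the result was seen.

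The response to ABA differed between root and shoot in 8556 genes by the interaction test, and the response to SA in 16103 genes. A difference in depth was tested by thinning every library above 5031509 counts to that total, which left 4735 genes for ABA and 11913 for SA. This left 1 shoot control library of 7 h at 46189 counts, so depth stayed unequal at that time. Without that library, thinning left 4957 and 12099 genes. Removing each library's trend with GC content and transcript length left 8270 and 15945 genes, with these properties known for 99.4% of the genes. Leaving out the 100 genes with the highest mean counts left 8702 and 16166. In the fits with root and shoot libraries of the same number as a block, thinning left 4742 and 11700 genes, or 4910 and 11839 without the shallowest pair, and the GC and length correction left 7718 and 15527. Of 50 splits that exchanged hormone and control labels within same-numbered pairs, only the real one, 1 of 50, gave as many genes for ABA, and likewise 1 of 50 for SA. Labels were exchanged in root and shoot together, so the splits bear on whether the hormone had an effect. They cannot show whether that effect was alike in both tissues. Each of the counts from thinning, correction and leaving out genes stayed above the limit set for the test, 50% of the uncorrected count. Depth nevertheless had a large effect on the ABA count. Root and shoot are different tissues from the same seedlings, and a tissue-specific part of the hormone response may explain the difference, as a hypothesis. The data do not give the amount of hormone that reached each tissue, so this hypothesis cannot be told from unequal exposure. The test does not separate a different size of response from a different direction.

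Among the 10 genes listed for ABA, the response differed between the tissues in 9, all but HAI1. Among the 10 listed for SA a difference was called in 6, and not in PR1, BGL2, PR5 or WRKY38. BGL2 and PR5 had no reads in SA or control roots at 5 of the 6 times, so for these genes the missing call reflects a lack of root values and does not show that the response was alike. Adjusting over each list alone gave 9 and 6 as well. No separate technical test was run on these lists, so no explanation is offered for them beyond those tested on all genes.

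In the 4 control libraries at 0 h, 39 values were tested for a single library far from the others, and 6 passed the critical value, where a rate of 1 in 20 gives 1.9 by chance. In the root, HAI2 had a gap of 1 relative to the range, from a single library above 0 at 0.0296 CPM, and GRX480 had 0.865, with 3.5 CPM in replicate 3 against a mean of 5.16 CPM in the others. In the shoot the gaps were 0.831 for CYP707A1, 0.906 for PYL6, 0.924 for PR1 and 0.922 for UGT74F2. In all 4 the highest library was replicate 1, with 7.99 against 4.83 CPM for CYP707A1, 42.6 against 29.1 CPM for PYL6, 0.252 against 0.0303 CPM for PR1, and 99.3 against 68.6 CPM for UGT74F2. Reads of genes confined to the root made up 0.00667% of that library, outside the range of 0.00182% to 0.00614% in the others. Its total of 28924099 counts also lay outside their range of 47875751 to 78889733. The excess of root-confined reads is too small for root material to account for the values, since these reads made up 1.16% to 1.27% of the root libraries at 0 h. UGT74F2 also averaged 43.6 CPM in those root libraries, below its shoot values, and PR1 had no reads there. A library often lies outside the range of 3 others, and the values are scaled for library size, so the low total does not show that depth was the cause. The chi-square statistic per degree of freedom was 33.8 to 82.5 between this library and the others and 10.7 to 23.7 among the others, so the library differed beyond these genes. The cause was not found. No biological explanation was tested, since the 4 libraries belong to the same group.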

How the results depend on the processing

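The alternatives that left out the shallowest shoot library, used edgeR fold changes for correlations or averaged over divisions of the controls were chosen after values were seen. A count was taken as changed when it differed from the reported one by more than 1.5 times.

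Of 280 alternative counts, 251 stayed within that limit, 26 were lower and 3 were higher. With DESeq2 size factors in edgeR, with the DESeq2 test and without the filter on low counts, all 34 counts stayed within it, as did the 18 counts without the shallowest shoot library. With the replicate number as a block, 32 of 34 did, and SA in the shoot rose to 347 genes at 1 h and 2781 at 2 h. In fits to only the 6 libraries compared, ABA in the shoot gave 1097 genes at 1 h and 2241 at 7 h, and SA in the shoot gave 29 at 1 h and 3379 at 2 h. The cause of these changes was not tested.

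Leaving out replicate 1 changed none of the 34 counts beyond the limit, leaving out replicate 2 lowered 14 and leaving out replicate 3 lowered 9. Across the 3 fits that each left out a replicate, ABA in the root at 48 h ranged from 4380 to 5815 genes. ABA in the shoot ranged from 3061 to 4407 at 1 h, 3101 to 7320 at 2 h, 2656 to 7061 at 4 h, 1101 to 5501 at 7 h, 1511 to 4641 at 24 h and 1516 to 3738 at 48 h. SA in the shoot ranged from 43 to 267 at 1 h, 324 to 2158 at 2 h, 1876 to 5649 at 4 h and 4451 to 9595 at 7 h. The joint test for ABA in the shoot ranged from 5382 to 11308, the interaction for ABA from 3910 to 8039, and the control course in the shoot from 5780 to 15545. In every shoot group but the controls at 0 h, replicates 1 and 3 had the lowest correlation of log2 CPM among replicates 1 to 3. In most shoot groups, replicates 2 and 3 had the highest. Leaving out replicate 2 keeps the first of these pairs, and leaving out replicate 1 keeps the second. Whether this accounts for the changed counts was not tested.

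In the root, libraries of equal number deviated together little, with a mean correlation of 0.08 across genes between treatments and 0.033 between controls. With the replicate block the root counts for ABA were 9018, 11541, 10955, 10962, 8602 and 6904 from 1 h to 48 h, and those for SA were 9782, 13093, 13231, 12558, 13907 and 16013. The joint tests gave 16453 and 19667, and the control course 18461.

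All 876 alternative values of named genes kept their side of the threshold. They also kept their direction, except for BGL2 and PR5 in the root at 4 h and 24 h, which had no reads in either group and so no direction to keep. The share of genes called higher moved by more than 10 points in 6 of 204 alternatives, none of them from another scaling. With DESeq2 size factors the majority direction flipped in 9 of 24 comparisons, and the median log2 fold change moved by over 0.1 in 1, SA in the shoot at 48 h. For SA in the shoot at 2 h it was 73% as reported, 61.5% with the block and 56.7% with only the 6 libraries, and at 1 h it went from 67.6% to 79.3% with only the 6 libraries. Without replicate 2 it went from 48.5% to 66.8% for ABA in the shoot at 7 h, from 53.6% to 65.1% at 24 h, and from 61.3% to 78.8% for SA in the shoot at 4 h.

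Of 72 alternative correlations across genes, 30 moved by more than the spread between single replicates. At 7 h with the shoot, this spread was 0.448, 0.261 and 0.22, with the shallow library among the controls, so an alternative there could hardly count as moved. With disjoint control libraries the correlation between ABA and SA was 0.05 in the root at 2 h, 0.055 in the root at 7 h, and -0.032, 0.017 and 0.179 in the shoot at 1 h, 2 h and 4 h. The mean over 6 divisions of the controls also moved 5, among them the shoot at 1 h, to -0.003. Using only called genes moved 6, and the edgeR fold changes moved 14 of 24. The library of 46189 counts limits what the shoot comparisons at 7 h can show for weakly expressed genes.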

Other observations

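The test of name prefixes in this part was chosen only after the result was seen, as was the thinned fit without the shallowest library, and so was the first criterion tried for the reads of BGL2 and PR5, which was dropped in favour of the prediction as written.

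For each of the 24 comparisons of a hormone with the control at a single time, 1 of the 4 splits within same-numbered pairs, the real one, gave as many genes. With 4 splits the smallest possible share is 1 of 4, so this count cannot settle any single comparison. The real split gave the most genes in all 24, and no other split exceeded 46.9% of the real count of its comparison. For each of the joint tests of a hormone against the control, of ABA against SA and of the control time course, 1 of 50 splits gave as many genes. The highest count among the other splits reached 95.3% of the real one, with 19280 genes for ABA against SA in the root. Exchanging all labels of a time leaves the size of its differences unchanged, so many of these splits keep part of the real signal, and the count shows only that the real labels gave the most genes.

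SA called 182 genes in the shoot at 1 h and ABA called 5398. In fits to only the 6 libraries compared, SA called 29 and ABA 1097. Replicate 1 of these ABA libraries lay far from its replicates, as described below. The main fit shares its estimate of spread over all shoot groups, so the count of 5398 does not rest on the spread of this group alone. With the ABA and SA libraries at 1 h thinned to equal totals, ABA called 5294 genes and SA 179, and in the fit with the replicate block 6637 and 339. With the trend with GC content and length removed the counts were 4991 and 174, and 6151 and 303 with the block. A delay of the shoot behind the root after SA was tested by matching each shoot time from 2 h on with the root time of highest correlation across genes, which are not independent replicates. An earlier root time matched best at 0 of 5 shoot times. This test used edgeR fold changes, left out 1 h and compares the pattern across genes, not the size of the response, so it does not exclude a slower rise in the shoot. The median log2 fold change of the genes listed for SA went from 1.99 at 1 h to 6.19 at 24 h in the shoot and from 3.41 to 4.92 in the root, and was 6.37 and 7.43 at 48 h. The root medians up to 24 h include BGL2 and PR5 at 0, since these had no reads. The direct comparison of ABA with SA was tested over all times together and not at 1 h alone.

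BGL2 and PR5 had no reads in root libraries of SA or control plants from 1 h to 24 h, and 2.96 ± 0.689 CPM and 1.32 ± 0.69 CPM (SD, n = 3) in SA roots at 48 h. Shoot material in the root libraries is a candidate source. The root value was 4% of the shoot value for BGL2 and 0.708% for PR5, against a median of 0.02% in 100 genes confined to the shoot at 0 h. Of those genes, 1% had a percentage as high as BGL2 and 6% one as high as PR5. PR1, at 1.08%, lay between them, with 4% of those genes as high. All 3 percentages lie above 0.533%, the 90th percentile of those genes. All 100 genes made up 0.0109% to 0.0116% of reads in SA roots at 48 h and 3.91% to 4.35% in SA shoots. Shoot material of average composition would thus account for little of the BGL2 reads. For PR1 and PR5 it would account for a larger part, though not for all of the reads. PR5 had no reads in SA roots at 24 h, when SA shoots held 106.5 ± 9.25 CPM (SD, n = 3). This also goes against shoot material. Some of the 100 genes have percentages as high, so the test alone does not exclude material from a part of the shoot.

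Shoot libraries of equal number deviated together. Harvest in the order of the replicate numbers is a candidate explanation. It was tested by correlating, across genes, replicate 3 minus replicate 1 in hormone-treated libraries with the change of the controls to the next time. The 6 shoot correlations were all positive, from 0.082 to 0.431. In the root only 1 of 6 was positive, and they ranged from -0.371 to 0.437. Root and shoot were cut from the same seedlings, so the root values go against an effect of harvest order on the whole plant. The shoot values alone fit it, but the labels do not give the order of harvest and the 6 correlations share control libraries, so the explanation remains unsettled. Root material in the shoot libraries was tested by ordering the replicate numbers by reads of root-confined genes. Of 18 groups, 4 had the same rising order, where 3 are expected by chance. No biological explanation was tested.

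Replicate 1 of the ABA shoot libraries at 1 h had a scaling factor of 0.801, below the range of 0.913 to 0.977 in the other shoot libraries at 1 h. Its share of reads from root-confined genes was 0.000581%, below the range of 0.00182% to 0.013% in those libraries, so an excess of root material was not seen. The 10 genes with the most counts took 10.8% of this library, above the range of 9.03% to 10.1% in the others. Whether this accounts for the factor was not tested. The library also lay far from its replicates. Its chi-square statistic per degree of freedom was 229 against replicate 2 and 336.2 against replicate 3, with correlations of 0.948 and 0.946. Between replicates 2 and 3 the values were 9.3 and 0.994. No biological explanation was tested.

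Library names begin with 3 different prefixes, and treated and control libraries differed in prefix in 2 of 24 comparisons. In the root at 24 h, SA replicates 2 and 3 had another prefix than the controls. For SA in the shoot at 2 h all treated libraries had another prefix than the controls. The 1549 genes called there lay between the counts at 1 h and 4 h, which a batch that follows the prefix could also give. Of them, 1162 were also called in the root at 2 h, where prefixes did not differ, and 92.9% of these changed in the same direction. A batch alone would not give this, but its share in the 1549 genes cannot be told from this test. The joint tests for SA, the tests of ABA against SA and the interaction for SA include these libraries, so a batch may have a share in their counts too. The control time course is also affected, since the control libraries of 0 h share their prefix only with the earliest later times.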
